A study of Homo sapiens with 36 samples.

How the data were processed

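Total RNA and ribosome footprints were measured in WiT49, an established cell line from an anaplastic Wilms tumor (a childhood kidney tumor). Per the labels' protocols, cells received actinomycin D (actD) at 2 nM or its vehicle, dimethyl sulfoxide (DMSO), for 6 h, 72 h or 2 weeks. The 2-week treatment consisted of 2 cycles of 7 days, each with 3 days of drug or vehicle and 4 days of plain medium. Each of the 12 groups held 3 libraries, 18 of total RNA and 18 of footprints. RNA libraries were made with stranded total RNA kits, and footprints were depleted of ribosomal RNA and made into libraries with a small RNA kit, per the labels' protocols. The labels name 2 kits for RNA extraction and 2 for the RNA libraries without saying which library used which, so a batch of this kind could not be examined.

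The authors deposited 1 table for each assay and time point, with 1 column per library and no pooling. The values, as deposited by the authors, are taken as estimated counts (expected counts) per gene made from the aligned reads, because the labels and file headers name no counting program. In the 6 h and 2-week RNA tables small values pile up at multiples of about 2.67 counts, so a sequenced fragment was worth more than 1 count there, whereas the 72 h RNA table and the footprint tables show no such step. The aligner, the annotation, the genome build, the handling of reads that map to several places and any use of strand are not stated by the labels or the file headers. The values were already whole numbers, so rounding them before the tests changed nothing. All 36 value columns were used, and no other column of per-sample values was present. The RNA data listed 58219 genes and the footprint data 43582 genes. Of these identifiers, 94.6% and 93.6% matched GENCODE release 29 with their version number and 99.4% in both without it, and symbols, gene types and GRCh38 coordinates were taken from that release.

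The labels of the 2-week RNA libraries contradict each other. The title and treatment entry of each library give 1 treatment, and the library name in its description, which is also the column name in the table, gives the other. These libraries are called "named actd" and "named dmso" after the table's columns, and their difference was taken as named actd minus named dmso. The opposite sign was computed as an alternative.

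Total counts per library ranged from 40221994 to 69240041 in RNA and from 152556 to 1281039 in footprints. A count of 0 allows up to 3 counts. After normalization this floor lay between 0.0434 and 0.0801 CPM (counts scaled to a common library size) in the 72 h RNA libraries and between 2.7 and 37.3 CPM in the footprint libraries. No floor is given for the 6 h and 2-week RNA libraries, where a fragment was worth more than 1 count. Floors and intervals of this kind cover counting error only, since reads copied by PCR are not independent molecules. The smallest two-sided p-value that an exact permutation test can reach with 3 libraries against 3 is 0.1.

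Genes were tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test, two-sided, with TMM scaling, the filterByExpr filter on low counts and Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 are called changed. Each time point and assay was fitted alone on its 6 libraries. Translational efficiency, the footprint value of a gene relative to its RNA value, was tested as the assay-by-treatment interaction in 1 model over the 12 libraries of a time point, with TMM factors computed within each assay. Whether the effect of actD differed between time points was tested as the treatment-by-time interaction on joined tables, for RNA at 72 h against 6 h and for footprints at 72 h against 6 h and at 2 weeks against 72 h. The 2-week RNA libraries were left out of these tests because of their labels. The tables of different time points and assays carry their own count scale, so levels are compared only within a table. Replicate numbers of RNA and footprint libraries were checked for pairing by the correlation of their deviations from the group means. At 72 h it was 0.17, 0.20 and 0.43 for the 3 actD pairs, all above the limit of 0.1, and 0.16, 0.088 and 0.19 for the DMSO pairs. A shared culture is therefore possible there, although the labels name none, and the fit with the culture as a block is given beside the translational efficiency results at 72 h that it changed. Standard errors were derived from the fitted log2 fold change and its F statistic.

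4 gene lists were fixed before the data were examined: proteasome subunits (33 genes), cytosolic ribosomal proteins (79 genes), p53 target genes (26 genes) and ribosome biogenesis factors (40 genes). They were tested two-sided with camera in limma 3.58.1 with a preset correlation between genes of 0.01, adjusted over the 30 tests that could be made of the 36 possible. The other 6 concerned p53 target genes, fewer than 2 of which passed the filter in each footprint table. A list's change is given as the median log2 fold change of its tested genes minus that of all tested genes. The same lists were tested on the treatment-by-time fits, which was decided after the data were examined.

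Genes were named by a rule set before the data were examined. Among called genes with a symbol, a mean count of at least 100 over the libraries (in each assay for translational efficiency) and, for single assays, no overlap between the groups, the 2 with the highest and the 2 with the lowest log2 fold change are given per comparison. PSMB5, CDKN1A and MYC are given whatever their values. All other genes named were chosen after their values were seen.

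The tests were checked on simulated counts drawn from the real means and library sizes, with 200 genes changed by 2 on the log2 scale. For RNA at 72 h, 129 of the 200 (64.5%) were called, with 4 false calls among 21195 genes. For footprints at 72 h, 128 (64.0%) were called, with 7 false calls among 2426 genes. The translational efficiency test called 77 (38.5%) with 3 false calls among 2311 genes, and the treatment-by-time test on RNA called 101 (50.5%) with 4 false calls among 20140 genes. DESeq2 called 144 of the 200 for RNA at 72 h with 33 false calls. Of the simulated gene lists, 2 of 2 shifted lists and 0 of 5 unshifted lists had an unadjusted camera p-value under 0.05. Genes were simulated independently of each other, so this does not test false calls that arise from correlation within a list.

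Alternatives set before the data were examined were DESeq2's size factors, library totals without scaling, a looser filter (at least 1 count in any library), a stricter filter (at least 10 counts in every library), DESeq2 1.42.0 in place of edgeR, limma voom with weights per assay, 1 fit over all 3 time points, the replicate number or a shared culture as a block, the treatment from the titles, camera with an estimated correlation, fry, and the omission of each library in turn. Restriction to protein-coding genes and thinning of the footprint counts at random to the shallowest library were added, as were the gene list and named gene tests with a shared culture as the block, after the data were examined. For each result of a fit across genes, the fit was repeated on other splits of the same libraries into groups of the same size. With the real grouping among them, there were 10 splits for a single assay and time point and 100 for each interaction, the latter otherwise drawn at random. Against TMM scaling, library totals alone moved the median log2 fold change of all genes by -0.15 in RNA at 2 weeks, -0.72 in footprints at 6 h and -0.16 in footprints at 2 weeks, and by less than 0.1 in the other 3 comparisons. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.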

Results

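To examine how WiT49 cells respond to low-dose actinomycin D (actD), a drug that binds DNA and blocks transcription, total RNA and ribosome footprints were sequenced after 6 h, 72 h and 2 weeks of treatment with 2 nM actD or with the vehicle DMSO. Ribosome footprints are the short RNA fragments that translating ribosomes protect from nuclease, so their number per gene follows the amount of protein synthesis. Each assay and time point had 3 actD and 3 DMSO libraries. For the 2-week RNA libraries the titles and the library names give opposite treatments, and the comparison is reported as libraries named actd minus libraries named dmso. The series title names the proteasome as a target in this tumor, and proteasome subunits were therefore among the gene lists compared.

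Depth differed strongly between the assays. The total per library was 58421293 to 69240041 counts in RNA at 6 h, 40221994 to 67342802 at 72 h and 49795865 to 59091446 at 2 weeks. The footprint libraries held 363273 to 1281039 counts at 6 h, 152556 to 784322 at 72 h and 581392 to 1093427 at 2 weeks. Protein-coding genes took 52.9% to 76.3% of the RNA counts but 2.12% to 40.4% of the footprint counts, which left 23134 to 283435 protein-coding counts per footprint library. The median count of a protein-coding gene with at least 1 count was 518 to 1070.5 in RNA libraries and 2 to 8 in footprint libraries. Much of the remaining footprint signal lay in small or structural RNAs. At 6 h, microRNA genes took 4.67% to 71.4% of the counts, and at 2 weeks small nuclear RNA genes took 46.3% to 64.8%. No replicates were duplicates of each other: within groups, the chi-square per degree of freedom between 2 libraries was at least 30.6 in RNA and at least 11.4 in footprints.

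**Figure D1:**
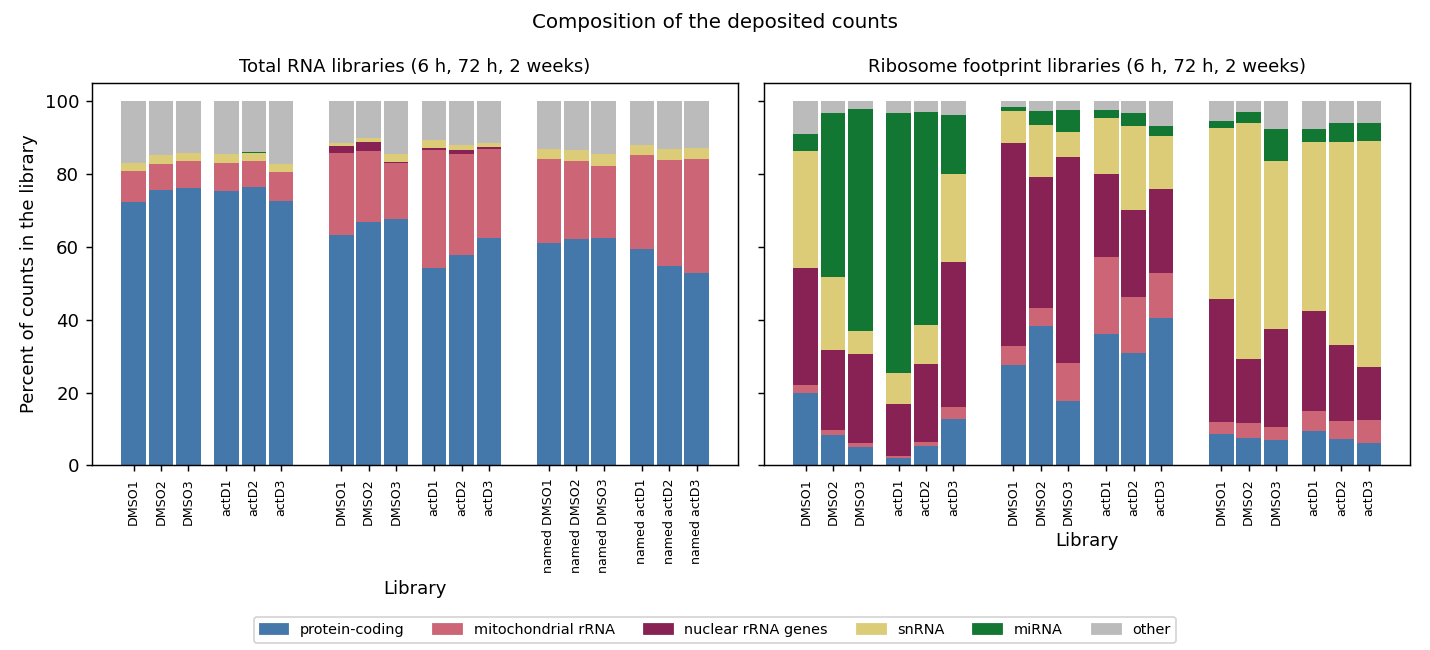
Percent of the counts of each library (vertical axis) in 5 classes of genes and all others, for 18 RNA libraries (left) and 18 footprint libraries (right), each bar being 1 library and the blocks of 6 bars being 6 h, 72 h and 2 weeks from left to right. Protein-coding genes take 52.9% to 76.3% of the RNA counts and 2.12% to 40.4% of the footprint counts.

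At 72 h, the footprint libraries of the actD arm were on average deeper than those of the DMSO arm (631468 ± 191883 against 269609 ± 151686 counts, mean ± SD, n = 3 each; two-sided exact permutation p = 0.2). The mitochondrial ribosomal RNAs MT-RNR1 and MT-RNR2 took 28.2% ± 3.86 of the RNA counts in the actD arm and 19.1% ± 3.51 in the DMSO arm at 72 h (SD, n = 3 each). Their share was 28.7% ± 2.72 in the 2-week RNA libraries named actd and 21.3% ± 1.63 in those named dmso (SD, n = 3 each). In footprints it was 16.3% ± 4.34 against 6.94% ± 3.22 at 72 h and 5.67% ± 0.571 against 3.55% ± 0.468 at 2 weeks (SD, n = 3 each). The arms did not overlap in any of these 4 comparisons of shares, each with a two-sided exact permutation p of 0.1, the smallest possible. Under TMM scaling they did overlap for MT-RNR2 in footprints at 72 h and 2 weeks (edgeR adjusted p = 0.542 and 0.616) and for MT-RNR1 in RNA at 72 h (edgeR adjusted p = 0.625). At 6 h the arms overlapped, with 7.71% ± 0.452 against 7.76% ± 0.679 in RNA (SD, n = 3 each; two-sided exact permutation p = 0.9). These genes were chosen after their values were seen.

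The first comparison asked which genes changed their RNA level under actD at each time point. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 22669 genes were called at 6 h, where 1862 (8.21%) had an unadjusted p-value under 0.05 against 5% by chance. At 72 h, 1 of 21195 genes was called, and 2768 (13.1%) had an unadjusted p-value under 0.05. At 2 weeks, 0 of 21137 genes were called, and 1888 (8.93%) had an unadjusted p-value under 0.05. The groups did not overlap for 15.8%, 20.9% and 15.7% of the tested genes at 6 h, 72 h and 2 weeks, against 10% by chance. The choice of model moved these counts most. A single fit over all 3 time points called 1212 genes at 72 h, 316 higher and 896 lower, and DESeq2 called 204, 605 and 197 genes at the 3 time points. Single libraries also moved them. At 6 h, 6 genes were called without DMSO replicate 1 or without DMSO replicate 2 and 5 without actD replicate 2. At 72 h, 3 were called without actD replicate 1 and 0 without any other library. At 2 weeks, 2 to 10 were called, the most without replicate 3 of those named dmso.

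The gene called at 72 h was MGAT3 (ENSG00000128268.11, protein-coding, GRCh38 chromosome 22, 39457344 to 39492194). Its RNA fell by 4.28 on the log2 scale (SE 0.31; edgeR adjusted p = 0.0227), from 9.02 ± 0.537 CPM in DMSO to 0.464 ± 0.123 CPM in actD (SD, n = 3 each). The actD libraries held 30, 25 and 19 counts and the DMSO libraries 315, 418 and 650. The call was lost in 5 of the 6 fits that left out 1 library. Without actD replicate 2 or 3 its adjusted p was 0.102 or 0.0789, without DMSO replicate 1, 2 or 3 it was 0.123, 0.177 or 0.0838, and without actD replicate 1 it was 0.0481. Over all 9 alternatives the adjusted p ranged from 4.864e-37 with DESeq2 to 0.230. At 6 h the log2 fold change of MGAT3 was -0.36 (SE 0.14; edgeR adjusted p = 0.586). At 2 weeks, library 1 of those named dmso held 33 MGAT3 counts while the other 5 libraries held 630 to 726, so a drop of this size also occurred in a single library against the rest of its own group.

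The next comparison asked the same of ribosome footprints. 0 of 1212 genes were called at 6 h, where 38 (3.14%) had an unadjusted p-value under 0.05, and 0 of 1598 at 2 weeks, where 137 (8.57%) did. At 72 h, 92 of 2426 genes were called, 39 higher and 53 lower in actD, and 663 (27.3%) had an unadjusted p-value under 0.05. Of the 92, 89 were protein-coding, and 18 were at or under the floor of 3 counts in every DMSO library, so that the size of their change is uncertain. Only 6 of the 92 had a mean of at least 100 counts. The count of calls depended on single libraries. It was 282 without actD replicate 3, 55 without DMSO replicate 3 and 0 when actD replicate 1 or 2 or DMSO replicate 1 or 2 was left out. It was 321 with the looser filter on low counts and 7, all higher, with library totals in place of TMM scaling.

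Among the genes that met the naming rule at 72 h, footprints rose for RPL28 (ENSG00000108107.14, GRCh38 chromosome 19, 55385345 to 55403250) by 2.68 on the log2 scale (SE 0.52), from 55.1 ± 13.4 to 356 ± 188 CPM. They rose for RPL37A (ENSG00000197756.9, chromosome 2, 216498189 to 216579180) by 2.60 (SE 0.46), from 99.4 ± 18.5 to 609 ± 189 CPM. Footprints of CHD4 (ENSG00000111642.14, chromosome 12, 6570082 to 6614524) fell by 2.84 on the log2 scale (SE 0.53), from 530 ± 279 to 74.4 ± 14.4 CPM. Those of UBA1 (ENSG00000130985.16, chromosome X, 47190861 to 47215128) fell by 2.38 on the log2 scale (SE 0.49), from 644 ± 149 to 124 ± 49.1 CPM (all SD, n = 3 each). All 4 genes are protein-coding and had the same adjusted p of 0.0473 in edgeR. None of the 4 calls held without actD replicate 1 or 2 or DMSO replicate 1 or 2. Without DMSO replicate 1, the adjusted p was 0.232 for RPL28, 0.225 for RPL37A and UBA1 and 0.203 for CHD4, and without DMSO replicate 3 only that of CHD4 stayed under 0.05. Over all alternatives the smallest adjusted p-values, with DESeq2, were 0.00261, 0.000352, 0.000484 and 0.00216 for RPL28, RPL37A, CHD4 and UBA1. The RPL28 value in the shallowest DMSO library rested on 4 counts and that of RPL37A on 7. Ribosomal protein genes have many near-identical pseudogenes, and the counting is not stated to separate them, so the values of RPL28 and RPL37A are uncertain in that respect. RNA of CHD4 was also lower in actD at 72 h (log2 fold change -1.34, SE 0.43; edgeR adjusted p = 0.294) and so was that of UBA1 (-0.93, SE 0.40; edgeR adjusted p = 0.378), neither of which was called.

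Translational efficiency compares the footprint change of a gene with its RNA change. At 6 h, 0 of 951 genes were called and 50 (5.26%) had an unadjusted p-value under 0.05. At 2 weeks, with the RNA libraries taken by their names, 0 of 1441 genes were called and 74 (5.14%) had an unadjusted p-value under 0.05. At 72 h, 10 of 2311 genes were called, 9 higher and 1 lower, and 345 (14.9%) had an unadjusted p-value under 0.05. DESeq2 moved the count at 72 h most, to 59 genes, which included all 10. TMM factors over all 12 libraries gave 16 genes, 10 higher and 6 lower. The count was 41, 29, 18 and 25 without actD replicate 2, actD replicate 3, DMSO replicate 2 and DMSO replicate 3 of the footprints. RPL28 was the only gene that met the naming rule, with an increase of 2.77 on the log2 scale (SE 0.51; edgeR adjusted p = 0.0383). This call was lost in 7 of the 12 fits that left out 1 library, with an adjusted p of 0.124 without actD replicate 2 of the RNA libraries, and over all alternatives the adjusted p ranged from 0.000275 to 0.124. With RNA and footprint libraries of the same treatment and number as 1 culture (a replicate block), 0 genes were called at 72 h and 429 had an unadjusted p-value under 0.05, and RPL28 had an increase of 2.66 with an edgeR adjusted p of 0.105.

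Whether the effect of actD differed between time points was tested directly. In RNA, 4 of 24251 genes had an effect at 72 h that differed from that at 6 h, 3 higher and 1 lower, and 1944 (8.02%) had an unadjusted p-value under 0.05. In footprints, 0 of 3012 genes differed between 72 h and 6 h (197 with an unadjusted p-value under 0.05), and 2 of 3760 genes differed between 2 weeks and 72 h, both lower (282 with an unadjusted p-value under 0.05). DESeq2 moved the RNA count most, to 158 genes, 35 higher and the others lower. Without actD replicate 3 of the 72 h RNA libraries the RNA count was 38, without DMSO replicate 3 of these it was 14, and without actD replicate 2 or DMSO replicate 1 of the 6 h RNA libraries it was 1. The count of 2 in footprints was 7 without DMSO replicate 3 of the 72 h libraries and 0 in 7 of the 12 fits that left out 1 library, such as that without actD replicate 1 at 72 h.

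The 4 RNA genes were MGAT3, LYRM7, AC011511.1 and AC023512.1, of which the last 3 were chosen after their values were seen. MGAT3 differed between the time points by -3.94 on the log2 scale (SE 0.30; edgeR adjusted p = 0.000358). LYRM7 (ENSG00000186687.15, protein-coding, GRCh38 chromosome 5, 131170810 to 131205426) differed by 2.88 (SE 0.38; edgeR adjusted p = 0.0321), with 91.9 ± 33.2 CPM in actD and 9.27 ± 1.36 CPM in DMSO at 72 h (SD, n = 3 each). AC011511.1 (ENSG00000167807.15, chromosome 19, 10305427 to 10316009) overlaps ZGLP1 and FDX2 on the same strand, and its counts are uncertain for that reason. It held 1, 1 and 2 counts in the DMSO libraries and 78, 74 and 41 in the actD libraries at 72 h. With the DMSO libraries set to 3 counts each, it was 19.15-fold higher in actD. This is not a lower bound, since a listed count of 1 or 2 allows more than a count of 0. The processed pseudogene AC023512.1 (ENSG00000256211.1, chromosome 12, 16989126 to 16989936) was listed at 0 in the 3 DMSO libraries and held 55, 60 and 57 counts in actD, at least 16.9-fold higher if no value was lost in the counting. The adjusted p-values of AC011511.1 and AC023512.1 were 0.0198 and 0.0131 in edgeR. Without actD replicate 2 of the 6 h libraries only MGAT3 was called, and the adjusted p was 0.172 for LYRM7, 0.106 for AC011511.1 and 0.0641 for AC023512.1.

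The 2 footprint genes were MOB1A (ENSG00000114978.17, protein-coding, GRCh38 chromosome 2, 74152528 to 74178898) and ITM2C (ENSG00000135916.15, protein-coding, chromosome 2, 230864639 to 230879248), both chosen after their values were seen. At 72 h both were listed at 0 in all 3 DMSO libraries. MOB1A held 102, 40 and 189 counts in the actD libraries, at least 8.97-fold higher, and ITM2C held 35, 21 and 31, at least 2.7-fold higher. Both bounds hold only if no value was lost in the counting. At 2 weeks, MOB1A held 18.96 ± 3.65 CPM in actD and 15.7 ± 6.19 CPM in DMSO (SD, n = 3 each). The adjusted p-values of the difference between the time points were 0.0143 for MOB1A and 0.0431 for ITM2C in edgeR. Without actD replicate 1 at 2 weeks they were 0.0934 and 0.199.

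The 4 gene lists were then compared with all tested genes by camera. Of 30 tests, 14 had an adjusted p-value under 0.05, but 0 of these 14 did under fry or with the correlation between genes estimated from the data. The largest shift was that of the cytosolic ribosomal proteins at 72 h. The median of their 60 tested genes lay 1.16 above that of all genes on the log2 scale in footprints (camera adjusted p = 2.383e-10; 56 of 60 genes higher) and 1.48 above it in translational efficiency (camera adjusted p = 1.466e-16; 58 of 60 higher). With genes at the floor set to their bound, the medians themselves changed from 1.23 to 1.22 and from 1.51 to 1.498. Under fry the adjusted p-values were 0.167 and 0.179. In footprints 6 of these 60 genes were called over all genes tested and 22 adjusted over the list alone, and in translational efficiency 2 and 13. At 6 h the list was 0.33 above all genes in footprints (camera adjusted p = 0.0334; 25 of 31 genes higher) and 0.32 above in translational efficiency (camera adjusted p = 0.0154; 24 of 31 higher). At 2 weeks it did not stand apart in footprints (0.12; camera adjusted p = 0.195; 24 of 36 higher) or in translational efficiency (0.02; camera adjusted p = 0.324; 18 of 36 higher). RNA of the list lay 0.10 above all genes at 6 h (camera adjusted p = 0.0146; 69 of 79 higher) and 0.32 below all genes at 72 h, a difference of -0.32 (camera adjusted p = 7.405e-05; 69 of 79 lower). At 2 weeks the difference was 0.06 (camera adjusted p = 0.0915; 46 of 79 higher), and -0.06 under the titles. Both calls at 72 h in footprints and translational efficiency held without any 1 library, but others did not. Without actD replicate 3, the list's difference was -0.05 in RNA at 6 h and 0.21 in footprints at 6 h (adjusted p = 0.109 and 0.839). Without DMSO replicate 3 it was -0.05 in RNA at 72 h (adjusted p = 0.491), and without actD replicate 3 of the footprints it was 0.28 in translational efficiency at 6 h (adjusted p = 0.245).

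RNA of the proteasome subunits differed from all genes by -0.26 at 72 h (camera adjusted p = 0.000768; 32 of 33 genes lower). The difference was -0.0029 at 6 h (camera adjusted p = 0.907) and 0.11 at 2 weeks (camera adjusted p = 0.0614; 22 of 33 higher), neither called. In translational efficiency at 72 h the list lay 0.34 above all genes (camera adjusted p = 0.0334; 17 of 20 higher). It was not called in the other 2 efficiency comparisons (camera adjusted p = 0.139 in both). The differences there were 0.38 over 8 genes at 6 h, larger than at 72 h, and 0.17 over 15 genes at 2 weeks. Nor was it called in footprints, where the differences were 0.19, 0.28 and 0.34 at 6 h, 72 h and 2 weeks (camera adjusted p = 0.554, 0.199 and 0.0614). Over the alternatives the adjusted p ranged from 1.715e-06 to 0.730 in RNA and from 0.000503 to 0.730 in translational efficiency at 72 h. The call in RNA at 72 h was lost without DMSO replicate 1 (-0.14; adjusted p = 0.0547). The call in translational efficiency at 72 h was lost in 7 of 12 fits that left out 1 library, with the smallest difference, 0.21, without DMSO replicate 3 of the footprints. No proteasome subunit was called on its own in any of the 9 comparisons, over all genes tested or adjusted over the list alone.

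Ribosome biogenesis factors were lower than all genes in RNA at each time point, by a difference of -0.12 at 6 h (camera adjusted p = 6.196e-05; 32 of 40 genes lower), -0.38 at 72 h (camera adjusted p = 3.221e-05; 37 of 40 lower) and -0.07 at 2 weeks for libraries named actd minus named dmso (camera adjusted p = 0.00434; 31 of 40 lower). The 2-week sign is the opposite under the titles. At 72 h the list was also lower in footprints (-0.41; camera adjusted p = 0.00434; 17 of 21 lower) and in translational efficiency (-0.41; camera adjusted p = 0.0306; 15 of 21 lower), with 2 genes called in footprints over all genes tested and 2 adjusted over the list alone. In RNA at 6 h, 0 were called over all genes tested and 1 adjusted over the list alone. RNA of the p53 target genes was not called at 6 h (0.12; camera adjusted p = 0.165) or 72 h (0.01; camera adjusted p = 0.525) and lay 0.11 above all genes at 2 weeks for named actd minus named dmso (camera adjusted p = 0.0306; 15 of 24 higher), with the opposite sign under the titles. Without library 1 of those named dmso the p53 difference at 2 weeks was 0.03 (adjusted p = 0.346). Without library 2 of those named actd the biogenesis difference in RNA was -0.03 (adjusted p = 0.151), and without DMSO replicate 3 of the RNA libraries that in translational efficiency at 72 h was -0.31 (adjusted p = 0.0969). With a shared culture as the block, the last was -0.33 (camera adjusted p = 0.0533). The biogenesis difference in footprints at 72 h stayed called without any 1 library, from -0.94 without DMSO replicate 3 to -0.36 without DMSO replicate 1. With at least 10 counts in every library it was -0.80 over 5 genes and was not called (camera adjusted p = 0.128).

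**Figure D2:**
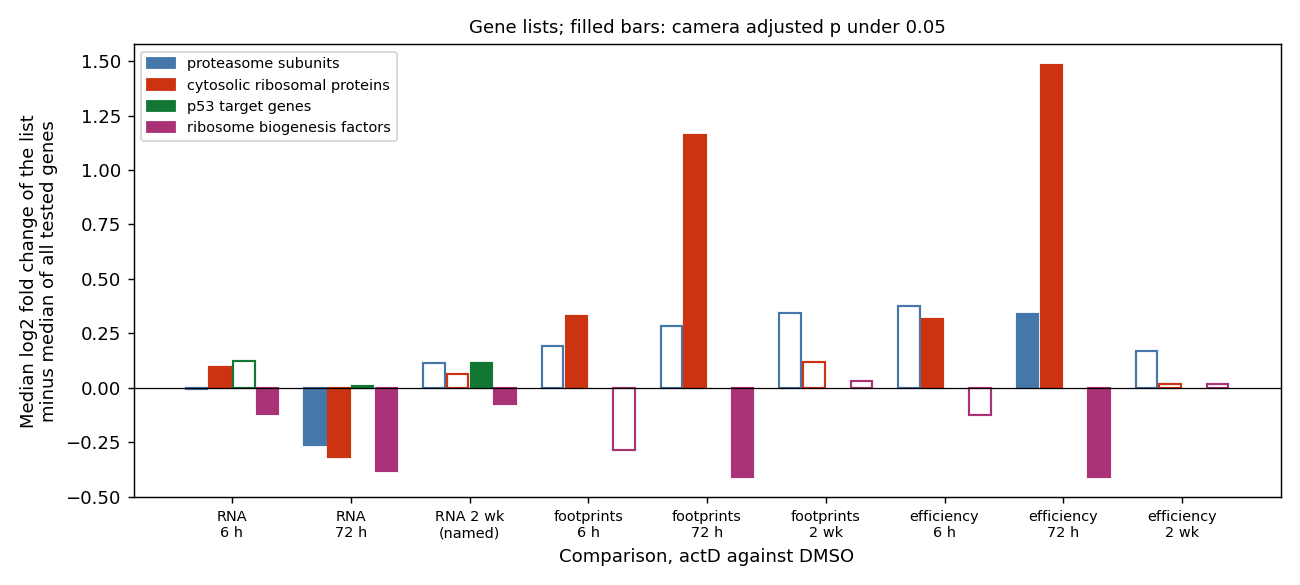
Difference between the median log2 fold change of each gene list and that of all tested genes (vertical axis) in each of 9 comparisons, with actD minus DMSO for all but the 2-week RNA libraries, which are named actd minus named dmso. Filled bars have a camera adjusted p-value under 0.05 and open bars do not; the ribosomal proteins at 72 h stand highest, at 1.16 in footprints and 1.48 in translational efficiency, and p53 targets have bars only in RNA.

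Changes in footprints were next set against changes in RNA of the same time point, across genes, which are not independent replicates. Spearman's rho was 0.31 over 951 genes at 6 h, 0.55 over 2311 genes at 72 h and 0.50 over 1441 genes at 2 weeks. Pearson's r was 0.29, 0.48 and 0.32. The sign was the same for 61.1%, 66.9% and 66.0% of the genes. With the treatments of the 2-week RNA libraries taken from the titles, rho at 2 weeks was -0.50. Restriction to genes with a mean of at least 100 counts in both tables lowered rho to 0.18 at 6 h and 0.17 at 2 weeks, over 70 and 84 genes. Of the 92 genes called in footprints at 72 h, 90 were tested in RNA and 79 had the same sign there, 53 of 53 lower genes but 26 of 37 higher genes.

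**Figure D3:**
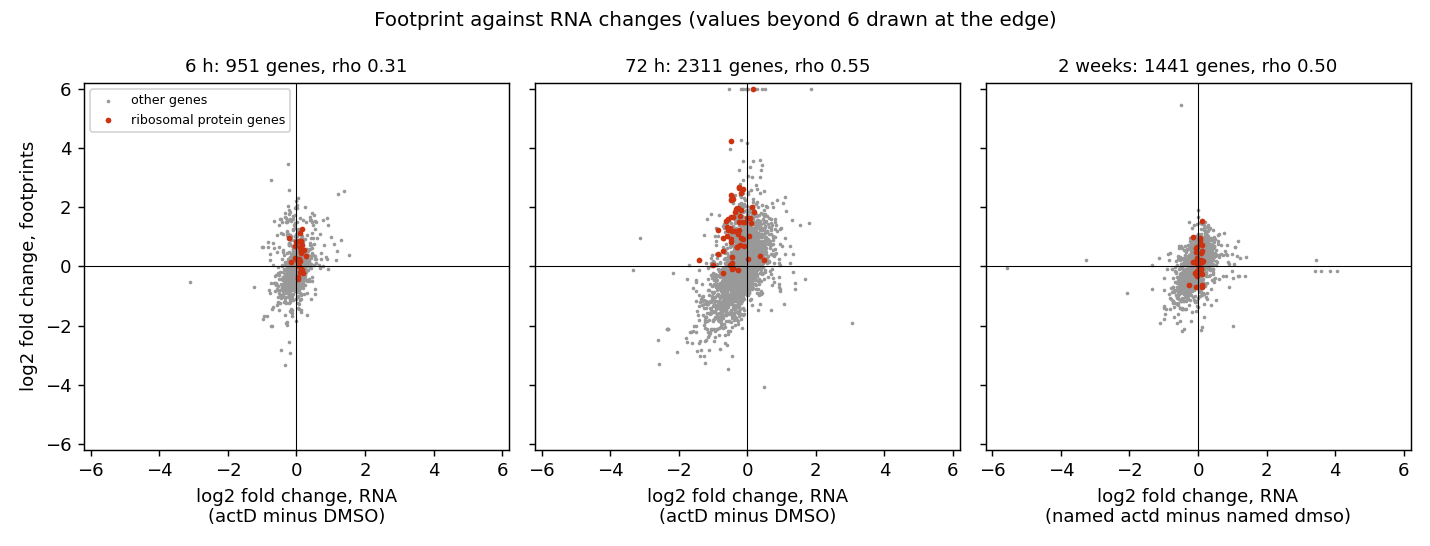
Log2 fold change in footprints (vertical axis) against that in RNA (horizontal axis) for each gene tested in both, at 6 h, 72 h and 2 weeks, with ribosomal protein genes in red and values beyond 6 drawn at the edge. Spearman's rho is 0.31, 0.55 and 0.50, and at 72 h most ribosomal protein genes lie above 0 in footprints and below 0 in RNA.

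3 genes were given whatever their values. RNA of the proteasome subunit gene PSMB5 (ENSG00000100804.18, GRCh38 chromosome 14, 23016543 to 23035230) changed by 0.06 on the log2 scale at 6 h (SE 0.17; edgeR adjusted p = 0.968), -0.35 at 72 h (SE 0.26; adjusted p = 0.599) and -0.01 at 2 weeks (SE 0.25; adjusted p = 0.994). Its footprints at 72 h were 292 ± 55.97 CPM in actD and 156 ± 65.7 CPM in DMSO (SD, n = 3 each; log2 fold change 0.87, SE 0.44; edgeR adjusted p = 0.240). RNA of CDKN1A (ENSG00000124762.13, chromosome 6, 36676460 to 36687339), a p53 target, was 7.58 ± 1.35 CPM in actD and 6.26 ± 1.24 CPM in DMSO at 6 h, 2.03 ± 0.148 and 1.26 ± 0.230 CPM at 72 h, and 2.10 ± 0.367 and 1.15 ± 0.275 CPM in libraries named actd and named dmso at 2 weeks (SD, n = 3 each). The log2 fold changes were 0.27, 0.69 and 0.87 (SE 0.20, 0.28 and 0.27; edgeR adjusted p = 0.774, 0.361 and 0.463), and none was called. CDKN1A was listed at 0 in all 18 footprint libraries, which allows up to 3 counts in each if no value was lost in the counting. Of 7436 protein-coding genes with a mean of at least 1000 RNA counts, 266 were listed at 0 in all 18. MYC (ENSG00000136997.16, chromosome 8, 127735434 to 127741434) was low, with 72 to 151 RNA counts per DMSO library at 6 h and 5 to 24 at 72 h. Its RNA changed by -0.16 at 6 h (SE 0.30; edgeR adjusted p = 0.938) and -0.92 at 72 h (SE 0.84; edgeR adjusted p = 0.666). At 2 weeks it did not pass the filter used for the tests, and in footprints a change was not detectable at this depth, since only 1 of the 18 libraries listed any count.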

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

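The tests of nuclear and mitochondrial shares, of low counts, of zeros within groups and of expected counts, and the gene list tests on the difference between time points with their splits, were chosen only after the results were seen. No biological explanation was tested. Time under actD, which the design names, remains among the open explanations of each pattern, and for 2 weeks against 72 h so do the drug-free days of the 2-week treatment, 4 in each cycle of 7.

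The effect of actD on RNA differed between 72 h and 6 h for 4 genes, by a test of the difference itself. Of 100 splits of the libraries, 45 gave as many genes, so the count is no larger than other groupings give. Reads moved between overlapping genes stay open. 0 of the 4 had an overlapping gene that changed in the opposite direction with a p-value under 0.05, but MGAT3 and AC023512.1 had no tested overlapping gene, and AC011511.1 shares its strand with the genes it overlaps. Low counts are argued against for LYRM7 and MGAT3, the lower of whose mean counts was 490. For AC023512.1 values lost in the counting stay open: within the groups at 72 h, 194 RNA values of 108717 were listed at 0 where at least 20 counts were expected, against 0.853 expected from the fitted spread. Zeros of this kind may also lie behind its DMSO values. AC011511.1 held 1, 1 and 2 counts there, which this test does not cover. MGAT3 held 33 counts in 1 of the 2-week libraries named dmso and 630 to 726 in the other 5. The same library held 42.4 CPM of LYRM7 against 8.68 and 16.5 in the others of its group, the direction seen under actD at 72 h, so a difference between cultures that does not follow the drug also stays open and was not tested.

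The effect on footprints differed between 2 weeks and 72 h for 2 genes, MOB1A and ITM2C. Of 100 splits, 12 gave as many genes. Between 72 h and 6 h, 0 genes differed, which 100 of 100 splits reach, so this share decides nothing. With 197 genes at an unadjusted p-value under 0.05, 29 of 100 splits gave as many, and the median of the others was 113. The lower depth of the DMSO footprint libraries at 72 h is argued against for MOB1A and ITM2C, because a median of 18.04 counts was expected in these libraries at the actD level and 0 were listed. Grouping by chance and values lost in the counting stay open.

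For cytosolic ribosomal proteins the median difference between time points was -0.50 on the log2 scale in RNA at 72 h against 6 h, with -0.03 for all genes (camera adjusted p = 2.956e-08; fry adjusted p = 0.399). In footprints it was 0.85 at 72 h against 6 h, with 0.22 for all genes (camera adjusted p = 8.72e-05; fry adjusted p = 0.217), and -1.22 at 2 weeks against 72 h, with -0.12 for all genes (camera adjusted p = 7.419e-13; fry adjusted p = 0.0892). The adjustment is over 11 tests. Transcript length here is that of the longest annotated transcript of a gene, which need not be the one expressed. Length so taken and abundance are argued against as the whole cause. The list's median lay at percentiles 0, 99.99 and 0 among 10000 random lists matched on both. The length of the expressed transcripts stays open. With the trend on length alone removed, the list differed from other genes by -0.47, 0.34 and -0.87, so part of the second difference could go with length. Other splits gave as many gene lists with a camera p-value under 0.05 in 36, 82 and 51 of 100 cases for these 3 comparisons. For the ribosomal protein list itself, a split gave a camera p-value as small in 33 and 23 of 100 cases in the first 2. Grouping by chance stays open for these. For footprints at 2 weeks against 72 h it was 2 of 100, which argues against grouping by chance there. This share is not corrected for the number of comparisons. However, none of the 3 differences had an adjusted p-value under 0.05 under fry. Correlated changes shared by the genes of a list therefore stay open.

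For ribosome biogenesis factors the median difference was -0.19 in RNA at 72 h against 6 h (camera adjusted p = 0.00848; fry adjusted p = 0.537) and 0.40 in footprints at 2 weeks against 72 h (camera adjusted p = 0.00105; fry adjusted p = 0.275). The first lay at percentile 30.38 among matched lists, so transcript length and abundance could account for it. The second lay at percentile 99.18, outside the middle 95%, which argues against them there, with length again that of the longest annotated transcript. For proteasome subunits the median difference in RNA at 72 h against 6 h was -0.33 (camera adjusted p = 0.000159; fry adjusted p = 0.307). It lay at percentile 4.95 among matched lists, so length and abundance together stay open for it as well. With the trend on length alone removed, the list differed from other genes by -0.33, so that trend did not reduce it.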

How the results depend on the processing

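For 72 results, 967 alternatives were computed. Of these, 662 were classed as unchanged, 127 as weaker, 18 as stronger, 58 as reversed and 102 as moved. Unchanged meant the same direction and side of the threshold, or for counts of calls a similar count that need not be equal. Footprints at 72 h with DESeq2 were classed so, although the count differed and not all calls were shared. So was the proteasome list in RNA at 6 h with the replicate number as a block, although its small difference changed sign. Restriction to protein-coding genes, thinning and the gene list and named gene tests with a shared culture as the block were chosen after seeing the data. Except where the number of genes tested is given, the cause was not tested.

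With DESeq2 the counts called were 204, 605 and 197 for RNA at 6 h, 72 h and 2 weeks, 12 for footprints at 6 h, 1, 59 and 1 for translational efficiency, and 158, 6 and 11 for the time differences in RNA, in footprints at 72 h against 6 h and in footprints at 2 weeks against 72 h. One fit over all time points gave 1 for RNA and 1 for footprints at 6 h, and 1212 for RNA at 72 h. At least 1 count in any library gave 1 for RNA at 2 weeks and 16, 321 and 11 for footprints, 62 of the 321 shared with the 92. At least 10 counts in every library gave 5 for RNA at 6 h, 5 for footprints at 72 h (77 of the 92 not tested), 1 and 0 for translational efficiency at 6 h and 72 h (10 of 10 not tested), and 2 and 0 for the time differences in RNA and in footprints at 2 weeks against 72 h. Library totals gave 6 for RNA at 2 weeks and 7 for footprints at 72 h. Translational efficiency at 72 h had 16 calls with TMM over all 12 libraries and 0 with voom (293 with an unadjusted p-value under 0.05). Footprints at 72 h had 182 calls among protein-coding genes, 84 of them shared, and thinning left 2 there (60 not tested) and 2 in translational efficiency. The titles gave 27 for translational efficiency at 2 weeks.

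With the replicate number as a block, 0 genes were called in RNA at 72 h, footprints at 72 h and the time differences in RNA and in footprints at 2 weeks against 72 h (3060, 584, 1923 and 291 with an unadjusted p-value under 0.05), and 0 with a shared culture as the block in translational efficiency at 72 h (429). The shared culture left 13 gene lists called, and other than those of RPL28 and of the biogenesis factors in translational efficiency at 72 h it changed no named call. Every pair correlated above 0.1 in 1 of 12 comparisons, RNA and footprints of actD at 72 h, and correlations ran from -0.74 to 0.43. The lowest lay between actD and DMSO footprints at 6 h. Pairs of RNA and footprints at 2 weeks ran from 0.046 to 0.21 in actD and from 0.087 to 0.10 in DMSO, with RNA libraries taken by name. Elsewhere a shared culture was neither shown nor excluded, since low footprint counts can weaken such correlations. Proteasome subunits in footprints at 2 weeks passed the threshold under the block (0.37), p53 targets in RNA at 72 h changed sign (-0.013), and so did PSMB5 in RNA at 2 weeks (0.032).

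Of the gene list tests, 0 were called under fry and 0 with an estimated correlation, among them the proteasome subunits in RNA (-0.26) and translational efficiency (0.34) at 72 h. With DESeq2 size factors the proteasome list passed in RNA at 2 weeks (0.11) and PSMB5 there changed sign (0.0041, and 0.0040 with DESeq2). Under the titles the signs of RNA at 2 weeks turn by construction: proteasome -0.11, ribosomal proteins -0.062, p53 targets -0.11, biogenesis 0.072, CDKN1A -0.87, PSMB5 0.0073 and the agreement with footprints -0.50, with -0.031 for biogenesis in translational efficiency. With at least 10 counts, biogenesis became 0.0038 in footprints and 0.14 in translational efficiency at 6 h, and ribosomal proteins -0.064 and -0.17 at 2 weeks. The agreement with at least 100 counts was 0.18 at 6 h and 0.17 at 2 weeks.

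Across fits that each left out 1 library, calls ranged from 0 to 6, 0 to 3 and 2 to 10 in RNA, 0 to 0, 0 to 282 and 0 to 0 in footprints, 0 to 5, 7 to 41 and 0 to 3 in translational efficiency, 1 to 38, 0 to 0 and 0 to 7 for the time differences, and 12 to 19 for gene lists. The 0 for footprints at 72 h arose without actD replicate 1 or 2 or DMSO replicate 1 or 2, and the 282 without actD replicate 3. The proteasome list ranged from -0.13 to 0.059, -0.39 to -0.14 and 0.032 to 0.17 in RNA, 0.062 to 0.38, 0.15 to 0.43 and 0.19 to 0.63 in footprints, and 0.14 to 0.48, 0.21 to 0.59 and 0.0016 to 0.50 in translational efficiency. The agreement ranged from 0.19 to 0.32, 0.38 to 0.62 and 0.42 to 0.52. Signs changed within these ranges: ribosomal proteins -0.0497 to 0.19 (RNA 6 h), -0.031 to 0.18 (RNA 2 weeks), -0.087 to 0.33 (footprints 2 weeks) and -0.17 to 0.30 (efficiency 2 weeks), p53 targets -0.18 to 0.083 (RNA 72 h), biogenesis -0.099 to 0.092 (footprints 2 weeks), -0.34 to 0.12 (efficiency 6 h) and -0.21 to 0.067 (efficiency 2 weeks), PSMB5 -0.0799 to 0.19 (RNA 6 h), -0.25 to 0.17 (RNA 2 weeks) and -0.0404 to 0.60 (footprints 6 h), and MYC -0.39 to 0.17 (RNA 6 h). Results for single genes and the other lists covered 573 alternatives, of which 400 stayed, 115 were weaker, 6 stronger and 52 reversed.

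Depth is 1 limit of the footprint results: a count of 0 allows 2.7 to 37.3 CPM per library, and 18 of the 92 genes called at 72 h are measured only against that floor.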

Other observations

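The search for genes that moved the same way at all 3 RNA time points, the trends with length and GC content, the shares of ribosomal RNA, the comparison of the 2-week labels, the genes listed at 0 and the single-library test of the ribosomal proteins were chosen only after results were seen.

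The counts of genes called were set against other splits of the same libraries. For RNA, 10 of 10 splits gave as many genes at 6 h, 9 of 10 at 72 h and 10 of 10 at 2 weeks. For footprints the numbers were 10 of 10 at 6 h, 1 of 10 at 72 h and 10 of 10 at 2 weeks. Where the real count was 0 (RNA and footprints at 6 h and 2 weeks) every split gives as many, so these shares decide nothing. By genes with an unadjusted p-value under 0.05, as many arose in 2, 1 and 2 of 10 splits for RNA and in 4, 1 and 2 of 10 for footprints at the 3 time points. With 3 libraries against 3 the share cannot fall under 10%, so grouping by chance and an effect of the drug cannot be told apart by these shares. For footprints at 72 h the other 9 splits gave at most 0 calls against 92, and a median of 56 genes with an unadjusted p-value under 0.05 against 663. For translational efficiency 12 of 100 splits gave as many genes at 72 h. At 6 h and 2 weeks the real count was 0, which 100 of 100 reach, and as many genes with an unadjusted p-value under 0.05 (50 and 74) arose in 56 and 38 of 100. Gene lists with a camera p-value under 0.05 were as many in 7, 4 and 6 of 10 splits for RNA and in 1, 7 and 8 of 10 for footprints at the 3 time points, and in 39 and 2 of 100 for translational efficiency at 6 h and 72 h. At 2 weeks 0 lists had such a p-value there, which 100 of 100 splits reach.

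Ribosomal protein genes rose in footprints against RNA at 72 h. A split of the libraries gave a camera p-value as small in 4 of 100 cases, the real grouping among them. The list was followed up as the largest shift of 30 tests, and this share is not corrected for that choice. It therefore argues only weakly against grouping by chance for the difference between the assays. For the list in footprints alone and in RNA alone at 72 h it was 2 and 6 of 10, which decides nothing. Length was that of the longest annotated transcript of each gene (median 2033 bases for the list), which need not be the one expressed. The list's median of 1.51 lay above 0.56, the upper end of the middle 95% of lists matched on this length and abundance. After the trend on this length was removed, 0.99 of the difference remained. Both values argue against annotated length and abundance as the whole cause, but the length of the expressed transcripts stays open. The lower total depth of the DMSO libraries is argued against by a median difference of 1.30 after all footprint libraries were thinned to the shallowest. This rests on the 41 genes of the list still tested. Thinning equalised totals, of which protein-coding genes took 17.6% to 38.4% in DMSO and 30.7% to 40.4% in actD. A difference in protein-coding depth therefore stays open. Reads shared with pseudogenes are argued against by a difference of 1.23 for the 11 genes with at most 2 pseudogenes, and a single library by a lowest difference of 1.06. With a shared culture as the block the difference was 1.27, 1.06 after thinning, and the median of 1.29 lay above 0.57, the upper end for matched lists. The adjusted p of 0.179 under fry leaves correlated changes within the list open. A hypothesis is that translation of ribosomal protein messages was relatively raised at 72 h of actD, and the data suggest it only as far as these tests go.

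The proteasome subunits moved down in RNA and up in translational efficiency at 72 h. Their efficiency lay at percentile 42.43 among lists matched on transcript length and abundance, so both could account for it. Footprint changes at 72 h fell with transcript length (Spearman's rho -0.37 across genes, which are not independent replicates), and so did those at 6 h (-0.20) and 2 weeks (-0.41) and translational efficiency (-0.10, -0.36 and -0.34 at the 3 time points). The 72 h trend is not that of RNA, whose rho over the same 2214 genes was -0.12 against -0.36 in footprints. As strong a trend arose in 2 of 10 splits at 72 h, 4 of 10 at 6 h and 2 of 10 at 2 weeks, and that between RNA changes at 6 h and GC content (rho -0.25) in 2 of 10, so grouping by chance stays open for these trends. Those of translational efficiency were not set against splits.

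The labels of the 2-week RNA libraries were set against the 2-week footprints, whose labels do not conflict. Named actd minus named dmso correlated with the footprint changes across genes (rho 0.49 in the form used for splits), and 1 of 100 pairs of splits gave a correlation as far from 0. This argues against an exchange of the library names and is consistent with an exchange of the titles. It rests on an agreement of RNA and footprints across genes and settles no label, and no library was reassigned. That agreement was weaker over genes with a mean of at least 100 counts in both tables, where it was not set against splits.

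Among 19404 genes tested at all 3 RNA time points, 227 were separated in the same direction at each, 48 higher and 179 lower under the library names, against 4.85 expected by chance if genes were independent. Of 4000 combinations of splits only the real one gave as many (1 of 4000), and the median of the others was 3. Under the titles the count was 13. Length and GC content of the longest annotated transcript are argued against as the whole cause. After their trends were removed, 216 genes and 1 of 4000 combinations stood. Genomic span is argued against as the whole cause by 173 genes and 2 of 4000, although another combination then gave 198. The lower genes had a median span of 122582 bases against 32583 for others. Examples are CKAP5, with log2 fold changes of -0.97, -1.27 and -1.10 at 6 h, 72 h and 2 weeks, and HMGB1, with 0.54, 0.95 and 1.02. None of the 227 was called at any 1 time point. In footprints 16 of 19, 45 of 45 and 33 of 35 tested lower genes were also lower at 6 h, 72 h and 2 weeks, and 2 of 2, 5 of 5 and 0 of 2 tested higher genes were higher. A hypothesis is that a set of genes may lose RNA under actD at each time point.

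Mitochondrial ribosomal RNA took a larger share of all counts in the actD arm at 72 h in both assays and at 2 weeks in footprints, and in the 2-week RNA libraries named actd, whose titles say DMSO. In footprints at 72 h, nuclear ribosomal RNA genes took 23.2% in actD and 49.3% in DMSO. An effect of the drug on nuclear ribosomal RNA could also lower this share. It therefore does not decide whether removal of ribosomal RNA was less complete in actD. The larger nuclear share in DMSO leaves less room for every other share there, so the difference in the mitochondrial share may partly come from it. Elsewhere the arms overlapped in the nuclear share, and there too less complete removal cannot be told apart from an effect of the drug. The mean nuclear share was 0.706% in actD and 1.59% in DMSO in RNA at 72 h, and 20.9% and 26.2% in footprints at 2 weeks. In RNA at 2 weeks it was higher in libraries named actd, at 0.0691% against 0.00826% in those named dmso. More mitochondrial transcripts of every kind could explain RNA at 2 weeks, where mitochondrial messages took 1.21% in libraries named actd and 0.855% in those named dmso without overlap. In RNA at 72 h (1.39%), footprints at 72 h (0.0284%) and footprints at 2 weeks (0.0164%) the arms overlapped and it stays open. In RNA at 72 h the DMSO share was 1.36%, and 4 of 13 mitochondrial messages were higher with a median log2 fold change of -0.07, against 0.48 for the ribosomal RNAs. Higher were 13 of 13 in RNA at 2 weeks (median 0.98), 3 of 3 in footprints at 72 h (1.13) and 4 of 4 in footprints at 2 weeks (0.38).

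At 72 h, 11 of the 2426 tested genes were listed at 0 in all 3 DMSO footprint libraries and all 11 were called. Lower depth is argued against, since a median of 11.8 counts was expected at the actD level. Values lost in the counting stay open. Within groups, 26 of 7196 footprint values were listed at 0 where at least 20 counts were expected, against 0.173 expected from the fitted spread. Each of these lay beside 2 libraries of its group with counts, so the test does not cover a gene at 0 in all 3. EEF1G was listed at 0 in all 18 footprint libraries, as were 6 of 593 protein-coding genes with a mean of at least 10000 RNA counts.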
